A study of Mus musculus with 4 samples. Its data were reported in "Cell-specific vulnerability to metabolic failure: the crucial role of parvalbumin expressing neurons in creatine transporter deficiency" (2023).

How the data were processed

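The series holds single-nucleus RNA sequencing of the right cerebral cortex of adult mice, with 2 libraries from control males and 2 from males that lack a working creatine transporter gene (CrT-KO). Each library came from 1 animal, and none was pooled. The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and nucleus. The authors sorted nuclei by flow cytometry and prepared libraries with a 10x Genomics droplet kit. The authors made the counts with Cell Ranger against the mouse build GRCm38 (mm10), with the whole gene body counted as exon, so intronic reads entered the counts. The authors deposited matrices of barcodes already called as nuclei, with no annotation of cell types. Each matrix held whole numbers and no scaling. Whether the counting used the strand was not stated in the labels, so overlapping genes are reported as uncertain.

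The matrices held 35694 nuclei and 21933 genes, of which 21816 (99.5%) were found by identifier in the GENCODE vM21 annotation of the same build, the source of all coordinates. No nucleus had 300 or fewer detected genes. Scrublet, run per library in scanpy 1.11.5 with its automatic threshold, marked 1224 doublets (2.83% and 4.28% in the control libraries, 3.19% and 3.35% in the CrT-KO libraries), and 34470 nuclei were kept. Counts were scaled to 10000 per nucleus and logged, and 3000 variable genes, 30 principal components and 20 nearest neighbours entered a shared-neighbour graph, clustered by the Leiden method (igraph 0.11.9) at resolution 1.0.

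Clusters were named from markers fixed before the data were examined, such as Slc17a7 for excitatory neurons, Gad1 and Gad2 for inhibitory neurons, Mbp for oligodendrocytes, Pdgfra for oligodendrocyte precursors (OPCs), Csf1r and Cx3cr1 for microglia, Slc1a3 and Aqp4 for astrocytes, and Flt1 and Pdgfrb for endothelial cells and pericytes. The inhibitory class was clustered again and its sub-clusters named PV-like, SST-like, VIP-like, LAMP5-like and MSN-like (markers of striatal projection neurons, such as Ppp1r1b and Drd2). The markers found numbered 19 for excitatory neurons, 16 of 17 for inhibitory neurons, 17 for astrocytes, 18 for oligodendrocytes, 14 for OPCs, 22 for microglia, 27 for endothelial cells and pericytes, 10 for PV-like, 9 for SST-like, 10 for VIP-like, 10 for LAMP5-like and 15 for MSN-like nuclei. A cluster took the class with the highest mean marker score if it had at least 20 nuclei, at least 3 markers of the class each detected in 10% of its nuclei, and no more markers of another class than of its own among its 10 leading genes by fold. Subclasses also needed a mean score of at least 0.5. These thresholds were set after the matrices were seen. They left 5 of 43 clusters unnamed, and 2 of 29 inhibitory sub-clusters led by markers of another class were left unnamed too. Names were rebuilt here, so a difference from the study may come from the names.

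UMIs were summed per library and population, and the sums were tested between genotypes with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, genes with at least 10 counts in enough libraries and 15 in total, Benjamini-Hochberg adjustment, threshold 0.1). R was 4.3.3. CPM values are UMIs of a gene scaled to the UMIs of the tested genes of the population in that library, with its TMM factor, except those per library for Eif2s3y and Slc15a2, which are scaled to all UMIs of the population. Standard errors of log2 fold changes were derived from the fold change and the F statistic. The difference of the genotype effect between populations was tested as an interaction, with the library as a block. Shares of nuclei and of UMIs were compared with a two-sided exact permutation test over the 6 assignments of 4 libraries, whose smallest possible p is 0.33. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01), adjusted over 76 tests of 19 lists in 4 populations. The lists were myelin, synaptic, chaperone, glucocorticoid-responsive, immediate-early, clock, ribosomal protein, nuclear oxidative phosphorylation and mitochondrially encoded genes, the genes up and down in the study's bulk RNA sequencing, and the study's lists from these nuclei. Python was 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

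The named genes were set by a rule: Slc6a8 and Pvalb, creatine synthesis and kinase genes, Y-linked genes as a check of sex, and called genes whose libraries do not overlap between genotypes. Of the latter, up to 3 with the largest rise and 3 with the largest fall were taken in excitatory neurons, inhibitory neurons, oligodendrocytes and microglia, and 1 each way elsewhere. The tests, comparisons, markers, this rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, no filter on low counts, the replicate number as a block, each library left out, doublets kept, a threshold of 0.05, at least 1000 UMIs and under 5% mitochondrial UMIs per nucleus, Leiden resolution 2.0, MSN-like clusters left out, other set tests, and a Wilcoxon rank-sum test over single nuclei, the kind of test the study used. That test covered genes detected in 10% of nuclei, with a Bonferroni adjustment over 18677 genes and the same threshold of 0.1. Nuclei of 1 animal are not replicates, so it serves as an alternative alone. Both tests were also run on the 2 splits that put 1 control and 1 CrT-KO library on each side: replicates 1 against replicates 2, and the crossed split. These splits were not among the alternatives fixed beforehand.

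The tests were tested on simulated data that kept the libraries' depths, with 200 genes changed by a log2 fold change of 1. Counts were drawn independently, with the spread set by its trend with expression, so genes and libraries did not vary together. Recovery and false calls may therefore be worse in the real data. Among changed genes that were tested, edgeR called 84.8% in excitatory neurons, 81.6% in inhibitory neurons, 71.9% in oligodendrocytes, 54.3% in OPCs, 63.7% in microglia, 56.6% in astrocytes and 23.7% in endothelial cells and pericytes. In the subclasses it called 64.9% in PV-like, 68.4% in SST-like, 56.6% in VIP-like, 65.6% in LAMP5-like and 78.2% in MSN-like nuclei. False calls made up from 2.36% (PV-like) to 12.3% (microglia) of the calls. The interaction test called 69.5%, 66.0% and 52.5% for inhibitory neurons, oligodendrocytes and microglia against excitatory neurons. Between replicates, the sums over all named nuclei varied more than counting alone gives, with a chi-square per degree of freedom of 10.6 over 14950 genes in controls and 10.3 over 14991 genes in CrT-KO.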

Results

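Slc6a8 encodes the creatine transporter (CrT), and its loss causes an X-linked creatine deficiency of the brain. Single-nucleus RNA sequencing of the cerebral cortex covered 2 control and 2 CrT-KO males, with 1 library per animal. The control libraries held 52881807 and 58344131 UMIs in 8282 and 9295 nuclei, and the CrT-KO libraries held 65240843 and 51507483 UMIs in 9270 and 8847 nuclei. Median UMIs per nucleus were 5925 and 6006 in controls and 6700.5 and 5548 in CrT-KO. Median detected genes were 2191 and 2169 in controls and 2312.5 and 2037 in CrT-KO. Mitochondrial UMIs were rare, with medians of 0.0404% and 0.0478% in controls and 0.0392% and 0.0368% in CrT-KO.

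After doublets were removed, 31806 of 34470 nuclei fell into 7 populations. Excitatory neurons held 15452 nuclei, inhibitory neurons 7606, oligodendrocytes 5122, microglia 2219, OPCs 663, astrocytes 493, and endothelial cells and pericytes 251. Unnamed clusters held 7.72% and 7.83% of the control nuclei and 8.47% and 6.85% of the CrT-KO nuclei. Median UMIs per nucleus ranged over the libraries from 7270.5 to 8818.5 in excitatory neurons, from 5242.5 to 5919 in inhibitory neurons, from 2404 to 2785 in OPCs, from 2027 to 2445 in astrocytes, from 1220 to 1416 in oligodendrocytes, from 929.5 to 1276 in endothelial cells and pericytes, and from 880 to 1032 in microglia. Mitochondrially encoded genes were among the leading genes of 2 inhibitory clusters.

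The targeted gene was examined first. Slc6a8 (ENSMUSG00000019558, chromosome X, 73673150 to 73682502, GRCm38) gave 328 and 299 UMIs in the control libraries and 93 and 71 UMIs in the CrT-KO libraries over all named nuclei. This was 6.57 ± 0.666 CPM in controls and 1.67 ± 0.0269 CPM in CrT-KO (mean ± SD, n = 2 each), a log2 fold change of -1.97 (SE 0.17, edgeR adjusted p 0.00387), and the 4 libraries matched their labels. Leaving out control replicate 1 moved this most, to -1.87. The log2 fold change was -1.97 (SE 0.18, edgeR adjusted p 0.00063) in excitatory neurons and -2.06 (SE 0.32, edgeR adjusted p 0.00373) in inhibitory neurons. In oligodendrocytes Slc6a8 fell by 1.77 (SE 0.35), with 33 and 40 UMIs in controls and 8 and 11 in CrT-KO, and was not called (edgeR adjusted p 0.132). The mutation deletes part of the gene, so UMIs that remain in CrT-KO nuclei can come from the rest of its transcript.

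**Figure D1:**
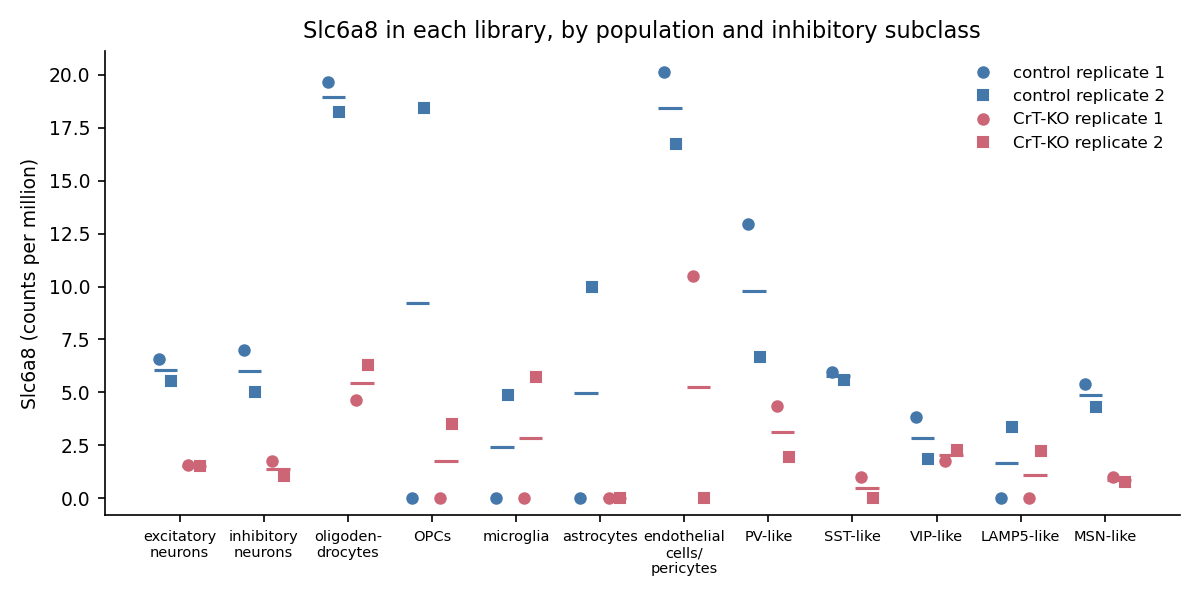
Slc6a8 in CPM (y axis) in each population and inhibitory subclass (x axis), with 1 point per library and horizontal lines at the mean of each genotype. In excitatory neurons, inhibitory neurons and oligodendrocytes both CrT-KO libraries lie below both controls.

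The study centred on parvalbumin (PV) interneurons in part because of their Slc6a8 expression, which raised the question of where the gene is expressed in controls. Control levels, given as the mean with both libraries, were 18.9 CPM in oligodendrocytes (19.6 and 18.2), 6.07 CPM in excitatory neurons (6.59 and 5.56) and 6.03 CPM in inhibitory neurons (7.01 and 5.04). Within inhibitory neurons they were 9.80 CPM in PV-like nuclei (13 and 6.65), 5.77 CPM in SST-like nuclei (5.95 and 5.59), 4.87 CPM in MSN-like nuclei (5.42 and 4.32), 2.85 CPM in VIP-like nuclei (3.84 and 1.86) and 1.69 CPM in LAMP5-like nuclei (0 and 3.38). The PV-like values rest on 31 and 15 UMIs, and both lay above those of the other named inhibitory subclasses. Endothelial cells and pericytes had 18.4 CPM from 1 and 2 UMIs, and OPCs had 9.22 CPM from 0 and 9 UMIs, so no level could be set at this depth. Astrocytes (0 and 9.97 CPM) and microglia (0 and 4.87 CPM) likewise had a control library with no UMI. CPM is relative to the UMIs of each population, and these differed per nucleus. Control medians were 1347 and 1366.5 UMIs in oligodendrocytes against 8061 and 8380.5 in excitatory neurons. The order of levels per nucleus may therefore differ from that in CPM.

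Other genes of creatine metabolism showed no change past the threshold over all named nuclei. The log2 fold changes were 0.01 for Gatm (SE 0.15, edgeR adjusted p 0.991), -0.47 for Gamt (edgeR adjusted p 0.849), -0.33 for Ckb (edgeR adjusted p 0.642) and -0.08 for Ckmt1 (edgeR adjusted p 0.933). The Y-linked genes Ddx3y (-0.03), Uty (0.11) and Kdm5d (-0.14) were expressed in all 4 libraries. Eif2s3y (log2 fold change -0.53, edgeR adjusted p 0.777) was low in a single library. It measured 84.5 and 70.5 CPM in control excitatory neurons and 30.1 and 70.0 CPM in CrT-KO, and CrT-KO replicate 1 was lowest in all 7 populations.

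The composition of the cortex was compared because the study reported no difference between genotypes. Excitatory neurons made up 49.4% and 45.1% of named nuclei in controls and 50.1% and 49.9% in CrT-KO, a difference of 2.79 percentage points (exact permutation p 0.33). Inhibitory neurons made up 24.5% ± 0.709 in controls and 23.4% ± 2.28 in CrT-KO (mean ± SD, n = 2, exact permutation p 0.667). Oligodendrocytes made up 16.8% ± 1.94 and 15.4% ± 2.61 (n = 2, exact permutation p 0.667), and microglia 6.78% ± 0.766 and 7.15% ± 0.278 (n = 2, exact permutation p 0.667). OPCs made up 2.63% and 2.26% in controls and 2.01% and 1.48% in CrT-KO, a difference of -0.696 points (exact permutation p 0.33). Astrocytes (1.45% ± 0.903 and 1.62% ± 0.105) and endothelial cells and pericytes (0.805% ± 0.396 and 0.757% ± 0.254) overlapped between genotypes (n = 2, exact permutation p 1 for each). No share could reach a p under 0.33 in this design. Among the 7 populations, the share of excitatory neurons moved most with the libraries, with a difference from 0.642 to 4.93 points when each was left out.

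**Figure D2:**
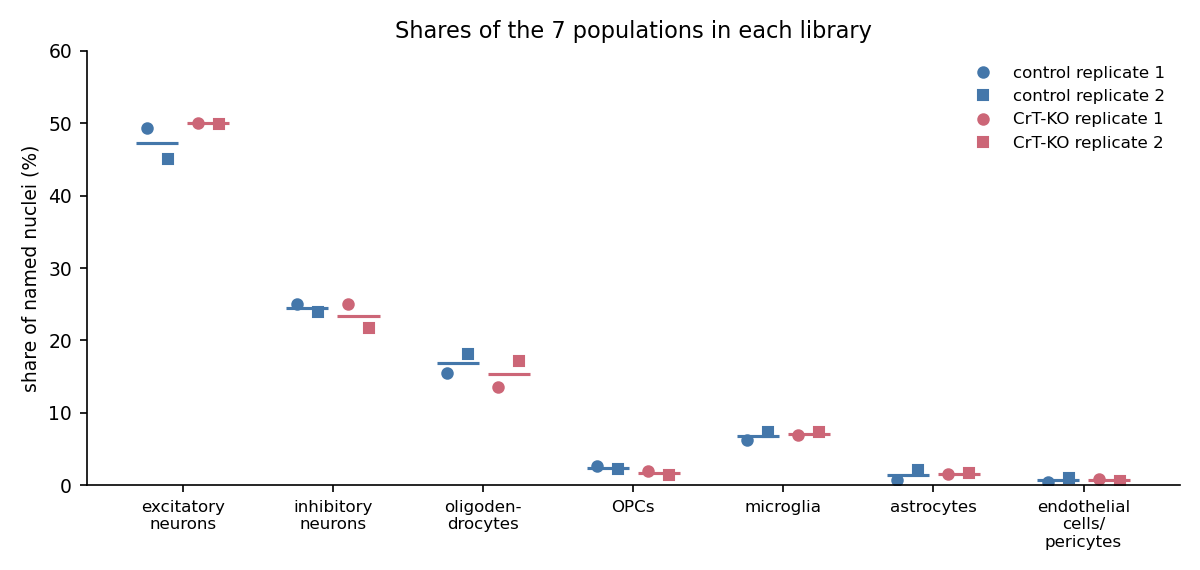
Share of each population among named nuclei in percent (y axis), with 1 point per library and horizontal lines at the mean of each genotype. The CrT-KO libraries lay on 1 side of both controls in excitatory neurons and OPCs, and the genotypes overlapped in the other 5 populations.

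PV-like nuclei numbered 1280. Among the 5264 inhibitory nuclei outside MSN-like clusters they made up 27.2% and 22.6% in controls and 22.8% and 25.1% in CrT-KO (exact permutation p 1). Among the 3156 PV-like, SST-like, VIP-like and LAMP5-like nuclei, a denominator chosen after the data were seen, they made up 42.4% and 39.8% in controls and 40.0% and 40.0% in CrT-KO (exact permutation p 1). A further 2108 inhibitory nuclei outside MSN-like clusters (40.0%) took no subclass name. MSN-like nuclei, which carry markers of striatal projection neurons, made up 33.8% and 30.1% of inhibitory nuclei in controls and 31.4% and 27.7% in CrT-KO (exact permutation p 0.667). Unless stated, they stay in the inhibitory shares, levels and tests, so that class does not hold interneurons alone. Pvalb itself gave 94 and 91 UMIs in control PV-like nuclei and 96 and 67 in CrT-KO (log2 fold change -0.16, SE 0.17, edgeR adjusted p 0.979).

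Genes changed between genotypes were then counted in each population from the sums per library. In excitatory neurons 34 of 13868 tested genes were called, 16 higher and 18 lower in CrT-KO. In inhibitory neurons 15 of 12690 were called, 5 higher and 10 lower. With MSN-like clusters left out, 11 of 12113 were called, 9 of them among these 15. The count was 3 of 9146 in oligodendrocytes (1 higher, 2 lower), 3 of 7256 in microglia (1 higher, 2 lower), 2 of 5906 in OPCs (both lower) and 1 of 4942 in astrocytes (lower). None of 2409 genes was called in endothelial cells and pericytes, where 79 had an unadjusted p under 0.05. Of the alternatives, the rank-sum test over single nuclei moved the excitatory count most, to 910 genes. All 104 calls over populations and subclasses had both CrT-KO libraries on 1 side of both controls, an order that 2 of the 6 assignments of the libraries give.

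The same test was run on the splits that mix the genotypes. In excitatory neurons it called 0 genes in both (1067 and 173 genes at an unadjusted p under 0.05, against 1218 for the genotype), and in microglia 0 in both (355 and 261 genes, against 477). With replicates 1 against replicates 2 it called 1 gene in inhibitory neurons, 2 in oligodendrocytes, 1 in OPCs and 4 in astrocytes. The crossed split gave 10 genes in endothelial cells and pericytes and 1 in astrocytes. In OPCs, oligodendrocytes, astrocytes, and endothelial cells and pericytes the count for the genotype was thus no more than 1 above a mixed split.

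**Figure D3:**
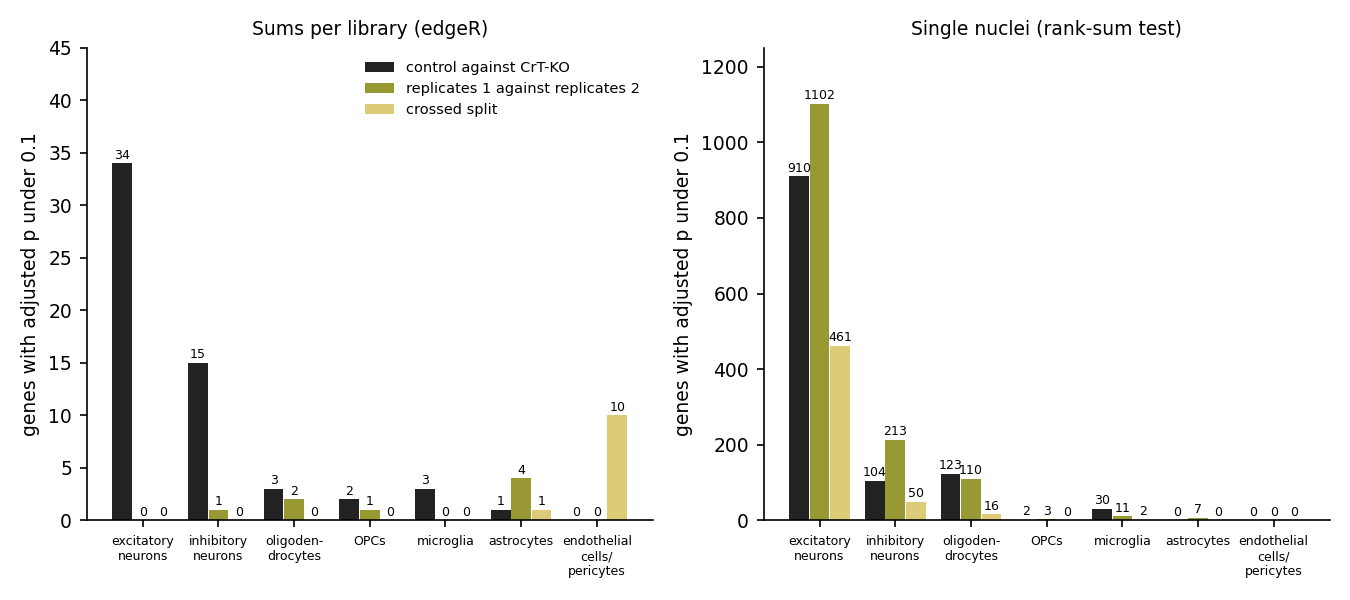
Genes with an adjusted p under 0.1 (y axis) in each population for the genotype and for the 2 splits that mix genotypes, from sums per library (left) and from single nuclei (right, another scale). In excitatory neurons the sums gave 34, 0 and 0 genes and the single nuclei 910, 1102 and 461.

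The rank-sum test over nuclei, the kind of test the study used, called 910 genes in excitatory neurons, 241 higher and 669 lower, and 865 of them were on the study's list. It called 1102 genes between replicates 1 and replicates 2, and 461 in the crossed split. In inhibitory neurons it called 104 genes for the genotype and 213 and 50 in the mixed splits. Oligodendrocytes gave 123 genes against 110 and 16, and microglia 30 against 11 and 2. OPCs gave 2 against 3 and 0 (381 genes at an unadjusted p under 0.05). Astrocytes gave 0 genes (313 at an unadjusted p under 0.05) against 7 and 0 (324), and endothelial cells and pericytes gave 0 in each (206, 209 and 229). Of the genes called from sums, the rank-sum test shared 24 of 34 in excitatory neurons, 6 of 15 in inhibitory neurons, 2 of 3 in oligodendrocytes and 2 of 3 in microglia.

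In excitatory neurons the largest falls among called genes were those of Slc6a8, Fgf1 and Tnnc1. Fgf1 (ENSMUSG00000036585, chromosome 18, 38838673 to 38929472, minus strand) went from 49.9 ± 6.85 CPM to 20.6 ± 0.673 CPM (mean ± SD, n = 2), a log2 fold change of -1.28 (SE 0.10, edgeR adjusted p 0.000232). The gene lies within a record of Arhgap26 on the other strand, so its count is uncertain. Tnnc1 (ENSMUSG00000091898, chromosome 14, 31208312 to 31211729) had 98 and 109 UMIs in controls and 58 and 33 in CrT-KO (log2 fold change -1.26, SE 0.22, edgeR adjusted p 0.0734), and it lies within Nisch on the other strand, so it is uncertain too. The largest rises were those of Abca4 (ENSMUSG00000028125, chromosome 3, 122044443 to 122180123), Skap1 (ENSMUSG00000057058, chromosome 11, 96464593 to 96759130) and Potegl (ENSMUSG00000026774, chromosome 2, 23207476 to 23267129). Abca4 had 214 and 192 UMIs in controls and 505 and 348 in CrT-KO, a log2 fold change of 0.99 (SE 0.13, edgeR adjusted p 0.0120). Skap1 had 470 and 610 UMIs in controls and 1290 and 897 in CrT-KO (0.94, SE 0.12, edgeR adjusted p 0.0120), and Potegl 141 and 140 in controls and 305 and 231 in CrT-KO (0.86, SE 0.14, edgeR adjusted p 0.0444).

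In inhibitory neurons Prdm16 (ENSMUSG00000039410, chromosome 4, 154316125 to 154636873) rose from 34 and 27 UMIs in controls to 97 and 87 in CrT-KO, a log2 fold change of 1.57 (SE 0.25, edgeR adjusted p 0.00373). Changed shares of sub-clusters alone would give 41.3% of this change. Spag16 (ENSMUSG00000053153, chromosome 1, 69826970 to 70725132) rose by 1.26 (SE 0.21, edgeR adjusted p 0.00658) and Trat1 (ENSMUSG00000030775, chromosome 16, 48730774 to 48772021) by 1.04 (SE 0.22, edgeR adjusted p 0.0609). With doublets kept, Spag16 was no longer called (edgeR adjusted p 0.220). Besides Slc6a8, the largest falls were those of Slc15a2 and Hspa5. Slc15a2 (ENSMUSG00000022899, chromosome 16, 36750177 to 36784962) had 229 and 204 UMIs in controls and 36 and 110 in CrT-KO (log2 fold change -1.55, SE 0.29, edgeR adjusted p 0.0153), so the CrT-KO libraries differed widely, and the call was lost with doublets kept (edgeR adjusted p 0.223). Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547), a chaperone gene, had 226 and 213 UMIs in controls and 130 and 104 in CrT-KO (-0.93, SE 0.15, edgeR adjusted p 0.00397).

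In oligodendrocytes Gabrr2 (ENSMUSG00000023267, chromosome 4, 33062999 to 33095865) rose from 66 and 122 UMIs to 171 and 201 (log2 fold change 1.15, SE 0.17, edgeR adjusted p 0.0503). Lamc1 (ENSMUSG00000026478, chromosome 1, 153218922 to 153332786) fell from 248 and 356 UMIs to 145 and 153 (-0.86, SE 0.13, edgeR adjusted p 0.0503). Frmd4a (ENSMUSG00000026657, chromosome 2, 4017717 to 4614043) fell from 1979 and 1930 UMIs to 964 and 1055 (-0.82, SE 0.14, edgeR adjusted p 0.0855), and changed shares of clusters alone would give 45% of this fall. Neither Lamc1 (edgeR adjusted p 0.102) nor Frmd4a (edgeR adjusted p 1.00) was called with doublets kept. OPCs had 2 called genes, Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188; -1.16, SE 0.23, edgeR adjusted p 0.0697) and Arhgef3, which fell by 0.96 and was named after its value was seen. In astrocytes Unc13c (ENSMUSG00000062151, chromosome 9, 73479422 to 73968966) fell from 64 and 149 UMIs to 38 and 50 (-1.53, SE 0.25, edgeR adjusted p 0.0239), and was not called with doublets kept (edgeR adjusted p 0.229).

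In microglia Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) rose from 30 and 57 UMIs to 93 and 131 (log2 fold change 1.31, SE 0.22, edgeR adjusted p 0.0150), but was not called with doublets kept (edgeR adjusted p 0.555). Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) fell from 129 and 189 UMIs to 95 and 71 (-0.997, SE 0.16, edgeR adjusted p 0.0117). It is itself among the microglial markers and leads the smaller of the microglial clusters, and changed shares of clusters alone would give 52.1% of its fall. Cst3 (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692) fell from 248 and 381 UMIs to 206 and 191 (-0.72, SE 0.13, edgeR adjusted p 0.0277). DESeq2 called none of these genes in microglia, where it called 0 genes (85 at an unadjusted p under 0.05).

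The inhibitory subclasses were tested in the same way. PV-like nuclei had 8 called genes (6 higher, 2 lower of 9464), against 7 and 1 in the mixed splits. With doublets kept there were 0 (502 at an unadjusted p under 0.05). The PV-like gene with the largest rise was Npcd (ENSMUSG00000089837, chromosome 15, 79789675 to 79834237; 2.01, SE 0.42, edgeR adjusted p 0.0866), with 7 and 6 UMIs in controls and 28 and 24 in CrT-KO. It overlaps Nptxr and Cbx6 and is uncertain. The largest fall was that of Slc15a2 (-2.21, SE 0.41, edgeR adjusted p 0.0600), with 64 and 51 UMIs in controls and 3 and 21 in CrT-KO. SST-like nuclei had 5 called genes (3 higher, 2 lower of 8905, against 3 with replicates 1 against replicates 2), VIP-like nuclei 3 (all lower, of 5749, against 1), LAMP5-like nuclei 3 (2 higher, 1 lower of 5860, against 11) and MSN-like nuclei 27 (15 higher, 12 lower of 9914, against 3). The crossed split called 0 in each of these 4 subclasses (310, 224, 208 and 219 genes at an unadjusted p under 0.05).

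In SST-like nuclei Meis2 (ENSMUSG00000027210, chromosome 2, 115863064 to 116065839) rose by 1.37 (SE 0.27, edgeR adjusted p 0.0975), and the record of Arhgap26 that overlaps Fgf1 (ENSMUSG00000118193, chromosome 18, 38676718 to 39110534, plus strand) had a log2 fold change of -0.99 (SE 0.10, edgeR adjusted p 3.59e-05). The other 3 calls, Fgf1, Pde4b and Eya4, were named after their values were seen. In VIP-like nuclei Col19a1 (ENSMUSG00000026141, chromosome 1, 24261890 to 24587472) changed by -1.51 (SE 0.29, edgeR adjusted p 0.00181). The other calls there, likewise named after their values were seen, were Cadps2 and the same Arhgap26 record. In LAMP5-like nuclei Vwc2l (ENSMUSG00000045648, chromosome 1, 70725715 to 70885397), itself an excitatory marker, rose from 8 and 13 UMIs to 52 and 45 (2.00, SE 0.33, edgeR adjusted p 0.000351). It was not called with doublets kept (edgeR adjusted p 0.266). Dkk2 (ENSMUSG00000028031, chromosome 3, 132085292 to 132180304) changed by -1.82 (SE 0.37, edgeR adjusted p 0.0156), and Hs3st4, named after its value was seen, by 0.67. In MSN-like nuclei Ano2 (ENSMUSG00000038115, chromosome 6, 125690419 to 126040126) rose by 0.99 (SE 0.12, edgeR adjusted p 1.33e-06) and Slc6a8 changed by -2.36 (SE 0.59, edgeR adjusted p 0.0985).

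Gene lists were compared next, since the study described synaptic genes in neurons and glia and myelin genes in oligodendrocytes. In bulk cortex it found ribosomes and mitochondria enriched among higher genes, and chaperones as the most represented cluster among lower genes. It also described lower metabolic and proteostatic genes in inhibitory neurons. Below, the chaperone list has the bulk direction, while ribosomal protein and oxidative phosphorylation lists were lower in neurons, unlike in bulk cortex. Of 76 tests, camera called 52, of which 28 were lists the study drew from these nuclei. The other 24 included 6 lists that were higher in CrT-KO. Most calls did not hold under other set tests. The fry test held 13, 11 of them study lists and the others the oxidative phosphorylation list in excitatory neurons (fry adjusted p 0.0912) and the chaperone list in inhibitory neurons (fry adjusted p 0.0912). Camera with an estimated correlation moved the count most, to 0 (19 tests at an unadjusted p under 0.05).

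The chaperone list was lower in CrT-KO in all 4 populations tested. Its median log2 fold change was -0.27 in excitatory neurons (limma camera adjusted p 4.30e-13), -0.29 in inhibitory neurons (camera adjusted p 4.15e-18), -0.37 in oligodendrocytes (camera adjusted p 2.93e-09) and -0.20 in microglia (camera adjusted p 0.0730). In excitatory neurons the list's median deviations from the control mean were -0.04 and 0.04 in controls and -0.23 and -0.24 in CrT-KO. The mixed splits gave medians of 0.02 and 0.05 there, -0.01 and 0.02 in inhibitory neurons, 0.17 and 0.20 in oligodendrocytes, and 0.16 and -0.01 in microglia. Without control replicate 2 the median was -0.15 in excitatory neurons, -0.20 in oligodendrocytes and -0.12 in microglia. Ribosomal protein genes were lower in excitatory neurons (-0.15, camera adjusted p 0.000184), inhibitory neurons (-0.20, camera adjusted p 1.19e-05) and oligodendrocytes (-0.28, camera adjusted p 0.0143), and were not called in microglia (0.13). In excitatory neurons the replicate split gave ribosomal protein genes a median of -0.13, close to that of the genotype. Over the libraries left out, their median ranged from -0.25 to -0.12 in excitatory neurons, from -0.30 to -0.15 in inhibitory neurons and from -0.42 to -0.14 in oligodendrocytes. Oxidative phosphorylation genes were lower in excitatory (-0.08, camera adjusted p 0.00827) and inhibitory neurons (-0.10, camera adjusted p 0.00221; -0.06 without control replicate 2) and not called in oligodendrocytes (-0.07) or microglia (-0.02). Random lists matched on gene length and expression, 10000 in number, were compared with both lists. For ribosomal protein genes 267 were as low in excitatory neurons, 169 in inhibitory neurons and 12 in oligodendrocytes. For oxidative phosphorylation genes 308 were as low in excitatory and 65 in inhibitory neurons. In excitatory neurons neither median passed the lower 2.5% bound (-0.1460 and -0.0871), so a trend with length and expression is not excluded there. Mitochondrially encoded genes were called in inhibitory neurons (-0.19, camera adjusted p 1.59e-05; from -0.31 to -0.09 over the libraries left out) and microglia (-0.10, camera adjusted p 0.0936; 0.10 without CrT-KO replicate 2), and not in excitatory neurons (-0.08) or oligodendrocytes (-0.11). The mixed splits gave them medians of -0.17 and 0.19 in microglia, each larger in size than that of the genotype. In inhibitory neurons the mixed splits gave -0.08 and 0.10.

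The synaptic list was higher in microglia (median 0.21, camera adjusted p 1.14e-16), oligodendrocytes (0.11, camera adjusted p 8.96e-05), excitatory neurons (0.05, camera adjusted p 0.000525; 0.01 without control replicate 1) and inhibitory neurons (0.03, camera adjusted p 0.0255; -0.03 without control replicate 1). In both classes of neurons the replicate split gave a median at least as large, 0.05 in excitatory and 0.08 in inhibitory neurons, and in oligodendrocytes and microglia the larger mixed split gave 0.06 and 0.11. In excitatory neurons 2236 of 10000 random lists matched on gene length and expression had a median as high, in inhibitory neurons 427, in oligodendrocytes 1 and in microglia 0. With doublets kept the list was no longer called in oligodendrocytes (camera adjusted p 0.782) but still called in microglia (camera adjusted p 1.07e-09). The myelin list was lower in oligodendrocytes by a small amount (-0.06, camera adjusted p 0.0544), a call also lost with doublets kept (camera adjusted p 0.898), and the replicate split gave -0.06 as well. Over the libraries left out the median ranged from -0.13 to -0.03. Myelin genes, which are foreign to neurons, were lower in inhibitory neurons (-0.32, camera adjusted p 1.63e-05; 0.26 and 0.11 in the mixed splits, -0.16 without control replicate 2) and not called in excitatory neurons (-0.00) or microglia (-0.05).

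**Figure D4:**
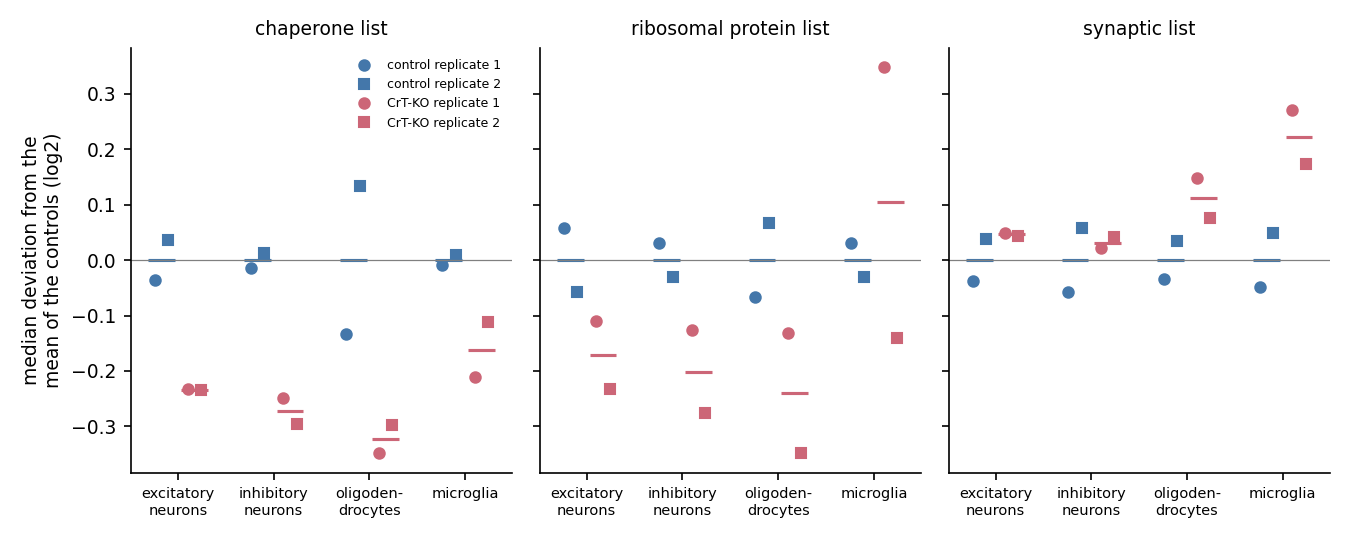
Median deviation of the chaperone, ribosomal protein and synaptic lists from the mean of the controls (y axis, log2) in 4 populations (x axis), with 1 point per library and lines at the mean of each genotype. Both CrT-KO libraries lie below both controls for the chaperone list in each population.

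Immediate-early genes were lower in excitatory neurons (-0.27, camera adjusted p 4.53e-06), but the median was 0.01 without CrT-KO replicate 2, so the value rested on that library, and the replicate split gave -0.31. They were also lower in inhibitory neurons (-0.30, camera adjusted p 0.0121; -0.10 without control replicate 2) and oligodendrocytes (-0.31, camera adjusted p 0.0958; -0.12 without control replicate 2) and not called in microglia (0.17). Clock genes were called in excitatory neurons (0.14, camera adjusted p 0.0520; replicate split -0.19, 0.06 without CrT-KO replicate 1) and not in inhibitory neurons (0.00), oligodendrocytes (-0.03) or microglia (-0.31). Glucocorticoid-responsive genes were called in none of the 4, with medians of -0.09 in excitatory neurons, 0.06 in inhibitory neurons, -0.03 in oligodendrocytes and -0.11 in microglia.

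To measure neuronal RNA in glial nuclei, the percent of UMIs from 19 excitatory markers was measured. It was 0.0788% and 0.0769% in control microglia and 0.0982% and 0.0922% in CrT-KO microglia (exact permutation p 0.33). In oligodendrocytes it was 0.0671% and 0.0672% in controls and 0.0748% and 0.0695% in CrT-KO (exact permutation p 0.33). With doublets kept the genotypes overlapped in both, with a difference of 0.0103 percentage points in microglia and -0.0186 in oligodendrocytes. In the main data the genotypes also overlapped in OPCs (0.218% ± 0.0212 and 0.230% ± 0.0143, n = 2, exact permutation p 0.667), astrocytes (0.116% ± 0.00124 and 0.122% ± 0.00959, n = 2, exact permutation p 1), and endothelial cells and pericytes (0.169% ± 0.0688 and 0.196% ± 0.0595, n = 2, exact permutation p 0.667).

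The study's own lists were then set against the sums. Of 1027 tested genes of its excitatory list, 25 were called over all genes and 371 adjusted over the list alone, and 99.4% had the same direction. The inhibitory list (113 tested) gave 5 and 78 adjusted over the list alone, the oligodendrocyte list (118 tested) 2 and 99, and the microglial list (23 tested) 2 and 22, with 100%, 99.2% and 100% in the same direction. The study chose these lists on the same libraries, so these counts are not independent evidence. With doublets kept, the oligodendrocyte count adjusted over the list alone moved most, to 43, and the excitatory count over all genes went to 16.

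The study's bulk list came from bulk RNA sequencing of cortex, and whether its animals differ from those of the nuclei is not stated. The study reported a significant overlap of changed genes between bulk cortex and excitatory neurons, and correlated fold changes over genes changed in both. The counts and directions below are other measures, taken over all tested genes of the list. Of its genes tested in excitatory neurons (797), 9 were called over all genes and 18 adjusted over the list alone, and 59.3% had the same direction. The replicate split ordered 60.4% of the list 1 way and the crossed split 52.7%. In inhibitory neurons (762 tested) 3 and 6 genes were called and 54.3% had the same direction, and in oligodendrocytes (581) 0 and 2 (39 at an unadjusted p under 0.05) and 51.8%. In microglia (447) 0 and 0 were called (29 at an unadjusted p under 0.05) and 51.5% had the same direction. As lists, the bulk genes were called in excitatory neurons (up list 0.04, camera adjusted p 0.0112, down list -0.03, camera adjusted p 0.00642), with medians of 0.01 without CrT-KO replicate 1 and -0.01 without control replicate 2, and of -0.05 and 0.04 in the replicate split. In inhibitory neurons the down list was called (-0.01, camera adjusted p 0.0701), with a median of 0.01 without control replicate 2 or without CrT-KO replicate 1, and the up list was not (0.03). In oligodendrocytes (up 0.02, down -0.00) and microglia (up 0.01, down -0.00) neither was called.

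The difference of the genotype effect between populations was tested directly. Between excitatory and inhibitory neurons it was called for 9 of 14058 genes, between excitatory neurons and oligodendrocytes for 23 of 13595, and between excitatory neurons and microglia for 11 of 13924. The replicate split gave 2, 9 and 0 genes (494 at an unadjusted p under 0.05 for microglia), and the crossed split gave 0 in each (501, 387 and 481). Doublets kept moved the oligodendrocyte count most, to 9, and the microglial count to 24. Fgf1 and the Arhgap26 record around it fell together in excitatory neurons (-1.28 and -1.21) and less in inhibitory neurons (-0.48 and -0.53), whereas the changes in oligodendrocytes were 0.76 (edgeR adjusted p 0.135) and 0.14. In controls the ratio of Fgf1 to Arhgap26 UMIs was 0.26 in excitatory neurons, 0.258 in inhibitory neurons and 2.15 in oligodendrocytes.

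**Figure D5:**
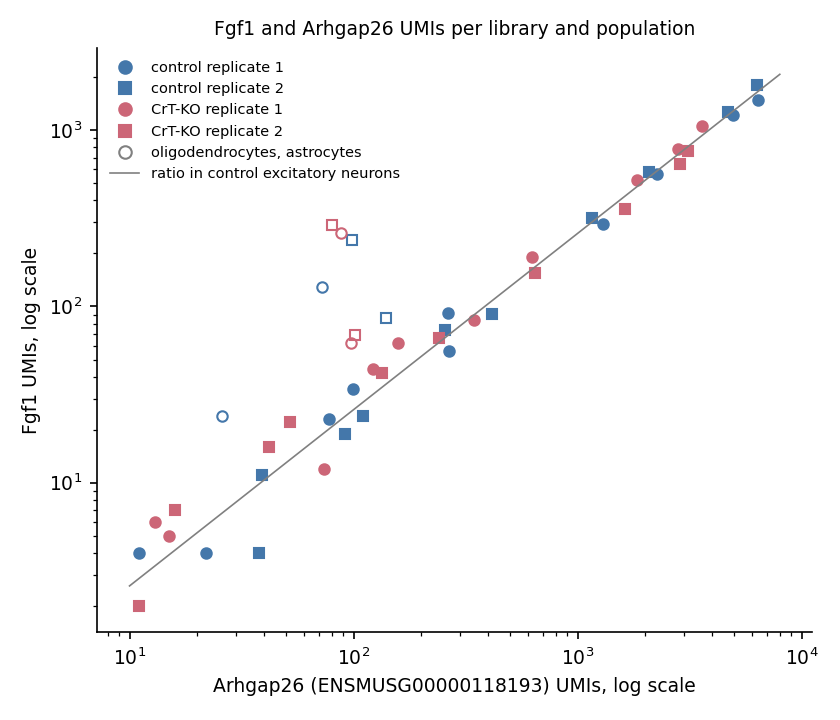
Fgf1 UMIs (y axis, log scale) against UMIs of the overlapping Arhgap26 record (x axis, log scale), 1 point per library and population or subclass. Neuronal populations and subclasses lie near the line of the ratio in control excitatory neurons (0.26), oligodendrocytes and astrocytes (open points) lie above it, and filled points with few UMIs, such as microglia, scatter around it.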

Values the study reported

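The study sorted the nuclei into 7 populations. It reported 1029 changed genes in excitatory neurons, 271 higher and 758 lower in mutants, and 114 in inhibitory neurons, 74 higher and 40 lower. It reported 118 changed genes in oligodendrocytes, 61 higher and 57 lower, 2 in OPCs, 1 in each direction, and 23 in microglia, 19 higher and 4 lower. No changed genes were reported in astrocytes or endothelial cells.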

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

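The tests of the interaction in the mixed splits, of the Fgf1 locus and of the ratio of Fgf1 to Arhgap26 were chosen after the results they address were seen. What drew attention here was a genotype effect that differed between populations by the interaction test.

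The effect differed for 9 genes between excitatory and inhibitory neurons, for 23 between excitatory neurons and oligodendrocytes, and for 11 between excitatory neurons and microglia. The fold changes had opposite signs in the 2 populations for 7, 18 and 7 of them. Signs were counted whatever the size of the change. Some changes in excitatory neurons were very small, such as 0.00089 for Ppfibp1, 0.02 for Frmd4a and -0.03 for Tmem151a. For such genes the sign count does not show opposite changes. Of the 11 genes, 2, Npsr1 and Paqr9, had too few UMIs to be tested in microglia alone. Differences between single animals, whatever their genotype, may add to the counts of called genes. The larger of the mixed splits gave 2, 9 and 0 genes (494 with an unadjusted p under 0.05 for the last). The genotype counts are higher in each case, but there are only 3 splits of the 4 libraries into pairs, so differences between animals and the genotype cannot be told apart. With doublets kept the counts were 17, 9 and 24, so which nuclei are kept matters as well. The genotype is the biological explanation that the design offers, and it stays open.

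Among the genes named in the report, the difference relative to excitatory neurons was 0.80 for Fgf1 (SE 0.09, edgeR adjusted p 0.00259) and 0.69 for the Arhgap26 record (SE 0.07, edgeR adjusted p 0.000792) in inhibitory neurons. In oligodendrocytes it was 2.07 for Fgf1 (SE 0.13, edgeR adjusted p 1.01e-09), 1.37 for the Arhgap26 record (SE 0.19, edgeR adjusted p 0.00051), -0.81 for Frmd4a (SE 0.12, edgeR adjusted p 0.00128) and -0.84 for Lamc1 (SE 0.14, edgeR adjusted p 0.00454). In microglia it was 1.11 for Zbtb16 (SE 0.20, edgeR adjusted p 0.00041). Excitatory neurons showed changes of 0.02 for Frmd4a, -0.00 for Lamc1 and 0.25 for Zbtb16. Changed shares of clusters alone gave 45% of the change of Frmd4a, 6.98% of that of Lamc1 and -6.03% of that of Zbtb16, and no other technical explanation was tested for these genes alone. With doublets kept the changes were -0.20 for Frmd4a, -0.66 for Lamc1 and 0.54 for Zbtb16, so the choice of nuclei moved them too.

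A loss of the Fgf1 locus in the CrT-KO animals would lower the gene in every population. It argues against such a loss that Fgf1 had a log2 fold change of 0.76 in oligodendrocytes (edgeR adjusted p 0.135). Fgf1 lies on the other strand within the Arhgap26 record, so UMIs from transcripts of that record may have been counted for Fgf1. A first version of this test asked for a fixed ratio in every population, and was not met, since the ratio in control oligodendrocytes was 2.15 against 0.26 in excitatory neurons. A version restricted to neurons, with a tolerance of 0.25 on the log2 scale, was chosen after that. The ratio in control inhibitory neurons was 0.258, and over 16 control clusters of excitatory neurons with at least 100 Arhgap26 UMIs it ranged from 0.192 to 0.323 (median 0.254), wider than this tolerance, as were the ratios in VIP-like (0.320) and LAMP5-like nuclei (0.215). In neurons the fall of Fgf1 may thus be that of the Arhgap26 record, a hypothesis found and tested on the same data. What lowers the Arhgap26 record in CrT-KO neurons, by genotype or by animal, stays open.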

How the results depend on the processing

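Tests chosen after the data were seen were naming clusters by score alone, the PV-like denominator of 4 subclasses, and doublets kept or a library left out for the interactions, the study lists and the control level of Slc6a8. Over 138 results and 743 values under an alternative, 215 values of the main comparisons stayed within their bounds and 68 did not. Of the values of single genes and lists, 336 stayed, 27 lost and 2 gained a call, 89 with no test moved and 6 reversed. Unless stated, the cause was not tested.

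The number of called genes depended on the test. DESeq2 called 71 genes in excitatory neurons (41 higher and 30 lower, against 16 and 18 with edgeR, and all 34 edgeR calls among them), 7 in inhibitory neurons, 1 in PV-like, 2 in SST-like and 4 in MSN-like nuclei, and 0 in OPCs, microglia, VIP-like and LAMP5-like nuclei (35, 85, 41 and 25 at an unadjusted p under 0.05). Without the filter on low counts, the counts were 11 in excitatory neurons, 53 in inhibitory neurons, 0 in oligodendrocytes (659 at an unadjusted p under 0.05), 6 in OPCs, 13 in microglia, 6 in astrocytes, 3 in endothelial cells and pericytes, 33 in PV-like, 29 in SST-like and 5 in VIP-like nuclei. At an adjusted p under 0.05 they were 15, 9, 0 (595) and 0 (315) in excitatory neurons, inhibitory neurons, oligodendrocytes and OPCs, and 2, 2 and 11 in PV-like, SST-like and MSN-like nuclei. The main counts of these populations were 34, 15, 3, 2, 3, 1 and 0, and those of the subclasses 8, 5, 3, 3 and 27.

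The choice of nuclei moved counts too. With doublets kept they were 22 in excitatory neurons, 5 in oligodendrocytes, 7 in OPCs, 6 in microglia, 0 in astrocytes (432 at an unadjusted p under 0.05), 0 in PV-like (502), 3 in SST-like and 6 in LAMP5-like nuclei. The interactions then gave 17, 9 and 24 genes against inhibitory neurons, oligodendrocytes and microglia (9, 23 and 11 without doublets). The study lists gave 16 called genes for excitatory neurons, 5 for the bulk list there and 1 for microglia (25, 9 and 2 without doublets). The strict filter on nuclei gave 48 in oligodendrocytes, 1 in OPCs and 1 in microglia, and a microglial share difference of -0.315 points. Resolution 2.0 gave 8 genes in inhibitory neurons and naming by score alone 7. The rank-sum test gave 910, 104, 123, 30 and 0 (313 at an unadjusted p under 0.05) in excitatory neurons, inhibitory neurons, oligodendrocytes, microglia and astrocytes. The excitatory-marker differences with doublets kept were -0.0186 points in oligodendrocytes, 0.0103 in microglia, -0.00929 in OPCs and 0.0331 in astrocytes. The set tests gave 13 calls with fry and 0 with an estimated correlation (19 at an unadjusted p under 0.05).

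The libraries share replicate numbers, and nothing in the labels says that these pair the animals. Deviations of same-numbered libraries correlated across genes with 0.164 in excitatory neurons, 0.134 in inhibitory neurons, 0.115 in oligodendrocytes, 0.0417 in OPCs, 0.0258 in microglia, 0.0561 in astrocytes, -0.0281 in endothelial cells and pericytes and 0.193 over all named nuclei. With the replicate block the counts were 883 in excitatory neurons, 149 in inhibitory neurons, 103 in oligodendrocytes, 11 in OPCs, 1 in microglia, 2 in astrocytes, 80 in PV-like, 24 in SST-like, 6 in LAMP5-like and 153 in MSN-like nuclei. The 883 genes were 457 higher and 426 lower, and the 149 genes 68 higher and 81 lower. The number of higher excitatory genes and the inhibitory count were then above the values quoted from the study. The change of Gatm over all named nuclei went from 0.01 to -0.00051, a reversal within its error, and 51 set tests were called.

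With a library left out, an arm holds 1 sample, so values were compared with no test. All 104 called genes kept their direction, which the lack of overlap between genotypes fixes. The Slc6a8 change ranged from -2.07 to -1.87, the latter without control replicate 1. Share differences ranged from 0.642 to 4.93 points for excitatory neurons, -2.74 to 0.481 for inhibitory neurons, -3.30 to 0.387 for oligodendrocytes, -0.959 to -0.432 for OPCs, -0.169 to 0.914 for microglia, -0.465 to 0.813 for astrocytes, -0.328 to 0.232 for endothelial cells and pericytes, and -3.24 to 1.32 for PV-like nuclei. Excitatory-marker differences ranged from 0.0144 to 0.0204 in microglia, 0.00233 to 0.00762 in oligodendrocytes, -0.00299 to 0.0270 in OPCs, -0.00152 to 0.0120 in astrocytes and -0.0217 to 0.0756 in endothelial cells and pericytes. The share of the bulk list in the same direction ranged from 51.7% to 63.4% in excitatory neurons, 47.7% to 58.9% in inhibitory neurons, 50% to 52.4% in oligodendrocytes and 52.4% to 53.3% in microglia, and that of the nuclear lists from 94.0% to 97.8%, 98.2% to 100%, 98.3% to 100% and 95.7% to 100%. With 2 controls, leaving out one always stays within 1 SD of their mean, so the control level of Slc6a8 has no such check.

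Among called lists not drawn from these nuclei by the study, medians reversed for immediate-early genes in excitatory neurons without CrT-KO replicate 2 (0.0103, range over the libraries left out from -0.655), synaptic genes in inhibitory neurons without control replicate 1 (-0.0261, range up to 0.0887), the bulk down list in inhibitory neurons without control replicate 2 (0.00737) or CrT-KO replicate 1 (0.00799, range from -0.0333), and mitochondrially encoded genes in microglia without CrT-KO replicate 2 (0.102, range from -0.339). Of 36 named changes, DESeq2 left 21 on their side of the threshold and 15 lost the call, and with doublets kept 26 stayed and 10 lost it. Depth limits the smaller populations, since simulated changes were recovered in 23.7% of genes in endothelial cells and pericytes against 84.8% in excitatory neurons.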

Other observations

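The counts of called genes come from tests fixed beforehand. The tests of explanations in this part were chosen after the result they address was seen, except that of the rank-sum test in the mixed splits of excitatory neurons, that of excitatory-marker UMIs in microglia and oligodendrocytes, and that of sequence linked to Slc6a8. The counts in the study lists, the mixed splits and the shares of clusters are descriptions of these 4 libraries.

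The test on sums per library called 34 genes in excitatory neurons, 16 higher and 18 lower in CrT-KO, and 15 in inhibitory neurons, 5 higher and 10 lower. Each is lower than the value quoted from the study above. In oligodendrocytes it called 3 genes, 1 higher and 2 lower, and in microglia 3, 1 higher and 2 lower. Each of these is also lower than the value quoted from the study above. In OPCs it called 2 genes, 0 higher and 2 lower, and in astrocytes 1 gene. The number of higher genes in OPCs is lower than the value quoted from the study above, and the number of lower genes there and the number in astrocytes are higher. Cluster names were rebuilt here, and naming by score alone moved the inhibitory count to 7, further below the study's value. With the main names, the rank-sum test over nuclei gave 910 genes in excitatory neurons, 104 in inhibitory neurons, 123 in oligodendrocytes and 30 in microglia. The study's lists hold 1029, 114, 118 and 23 genes, and 865, 83, 116 and 23 of the rank-sum calls are on them. This argues against the names as the main source of the lower counts in these populations, though names may add to the differences. Other designs moved the count as well, in inhibitory neurons to above the study's value.

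Genes called by the rank-sum test in excitatory neurons may reflect differences between single animals whatever their genotype. Replicates 1 against replicates 2 gave 1102 genes, more than the 910 for the genotype, and the crossed split gave 461. With 3 splits of the libraries, differences between animals and the genotype cannot be told apart for this count. The sums per library gave 34 genes for the genotype and 0 in both mixed splits (1067 and 173 at an unadjusted p under 0.05).

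The rise of the synaptic list in CrT-KO microglia may come from neuronal RNA outside its own nucleus. Excitatory-marker UMIs were higher in both CrT-KO libraries, the lower of which had 0.0922%, than in both controls. Genes enriched in neurons and outside the synaptic list rose as well, with a median of 0.19 over 592 genes at least 3 times and 0.21 over 202 genes at least 5 times as high in excitatory neurons as in microglia. The median of the same 592 genes in excitatory neurons was 0.04. The marker level relative to excitatory neurons, 18.1% and 16.7% in controls and 22.3% and 21.8% in CrT-KO, would give the synaptic list a rise of 0.24, against 0.21 observed. In oligodendrocytes the lower CrT-KO library had 0.0695%, the neuron-enriched genes outside the list had a median of 0.14 over 678 genes (0.16 over 421 genes at the higher ratio), and the marker level would give 0.10 against 0.11 observed. With doublets kept, however, marker UMIs overlapped between genotypes in both populations, with differences of 0.0103 and -0.0186 points, while the list stayed called in microglia (camera adjusted p 1.07e-09), so in that setting the list and the markers did not separate the genotypes alike. Free RNA, nuclei captured together and neuronal RNA taken up by the cells remain open as sources, and so does whether the genotype or the single libraries set the amount.

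Sequence linked to the Slc6a8 deletion on the X chromosome would place other called genes near it. Of the 33 genes called in excitatory neurons besides Slc6a8, 31 lie on other chromosomes, and 0 of the 75 tested genes within 10 Mb of it were called, 6 of which had an unadjusted p under 0.05. This argues against linked sequence as the source of the excitatory calls as a set. Changed shares of clusters were tested in the same way, and argue against shares as the source of most calls. Shares alone gave a median of -1.32% of the changes of the 34 genes in excitatory neurons, with 0 reaching 50%, and 2.44% of those of the 15 genes in inhibitory neurons, with 1 reaching 50% (Ano1, 56.0%).

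In microglia 1 of the 3 called genes reached 50%, and the median was 1.18%. The split of the 3 genes was made after these values were seen. A lower share of the cluster led by Mrc1 may account for part of the fall of Mrc1, as shares alone gave 52.1% of it. For Zbtb16 and Cst3 they gave at most 1.18%, which argues against shares as their source. In oligodendrocytes 0 of the 3 genes reached 50%, with a median of 10.0%.

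The lower chaperone list might follow a trend with gene length and expression level. Random lists matched on both had medians whose lower 2.5% bounds were -0.0473 in excitatory neurons, -0.0571 in inhibitory neurons and -0.0878 in oligodendrocytes, against -0.27, -0.29 and -0.37 observed, and 0 of 10000 lists were as low in each. This argues against the trend. Less cytoplasmic RNA in CrT-KO nuclei stays open, because how much of each class lies in the nucleus was not measured. Ribosomal protein genes fell too in neurons and oligodendrocytes, with a deviation of -0.11 in excitatory neurons of CrT-KO replicate 1. The lists did not always move together, however. The replicate split gave ribosomal protein genes -0.13 in excitatory and -0.12 in inhibitory neurons, against 0.02 and -0.01 for chaperones. In microglia the genotype medians were 0.13 for ribosomal protein genes and -0.20 for chaperones. The larger mixed split moved the chaperone list by 0.0470 in excitatory neurons, 0.0245 in inhibitory neurons, 0.195 in oligodendrocytes and 0.157 in microglia. In inhibitory neurons its median deviations were -0.01 and 0.01 in controls and -0.25 and -0.30 in CrT-KO. In both classes of neurons the mixed splits were far smaller than the genotype value, so libraries of the same genotype were alike there. In oligodendrocytes and microglia the larger split came nearer to the genotype value. The mixed splits measure the spread within genotypes alone, so they cannot tell animals and genotype apart. With 3 splits, an animal difference that happens to follow the genotype is not excluded in any population.

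Changes correlated across genes between excitatory and inhibitory neurons (Spearman 0.337 for the genotype, over genes, which are not independent replicates). The replicate split gave 0.428 and the crossed split 0.221, so the splits that mix the genotypes lay on both sides of the genotype value. Deviations of same-numbered libraries correlated (0.164 in excitatory neurons), so the replicate split may hold more than differences between single animals. The splits cannot tell such differences from the genotype. For the direction of the bulk list in excitatory neurons, the genotype gave 59.3%, the replicate split 60.4% and the crossed split 52.7%, with the sign of a mixed split left free. Animal differences may thus produce this direction. Of the 34 genes called there, 9 were on the bulk list. The mixed splits called 0 genes, so they give no such count to compare.

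A heritable variant that differs between the animals might explain the wide spread of Slc15a2. In the 3 populations where the spread was noticed, CrT-KO replicate 1 had the fewest UMIs (66 in excitatory neurons, 36 in inhibitory neurons, 26 in oligodendrocytes). Summed over OPCs, microglia, astrocytes, and endothelial cells and pericytes, its CPM was 55.9% of the mean of the other libraries, and it was lowest in 4 of these 4 populations. It stood at 30.8% in OPCs, 25.8% in microglia and 14.3% in endothelial cells and pericytes, but at 79.0% in astrocytes, which hold 69 of its 89 UMIs there. The order of all libraries was kept in 1 of the 4. A variant that lowers the gene alike in every cell would not leave astrocytes so much higher than the other populations, but a variant that acts in some cell types and a state of that animal cannot be told apart, because only 1 animal shows the pattern.

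Eif2s3y in CrT-KO replicate 1 was 40.1% of the mean of the other libraries in excitatory neurons. A loss of the Y chromosome would lower its other genes, but the lowest of Ddx3y, Uty and Kdm5d stood at 87.1%. UMIs counted for the X-linked copy Eif2s3x instead would raise that gene, which stood at 99.5%. Both values argue against these explanations, and no biological explanation was tested for a pattern in a single animal.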
